A study of Mus musculus with 7 samples.

How the data were processed

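RNA was measured in type 2 innate lymphoid cells (ILC2s), lymphocytes without antigen receptors that are defined by the interleukin 33 receptor ST2 and the transcription factor GATA3. The cells were sorted from mouse hearts as CD45-positive, lineage-negative, ST2-positive cells. The 7 libraries comprised 3 of naive hearts and 4 of heart allografts taken on day 7 after transplantation from BALB/c donors into C57BL/6 recipients. Each library was a pool of cells from several hearts, per the labels, so that the libraries and not the animals were the replicates. Groups and replicate numbers came from the sample titles. The labels gave neither the sex of the animals nor the strain of the naive hearts nor a sequencing batch.

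The authors deposited a table of counts per gene and a table of FPKM (fragments scaled to gene length and sequencing depth) for the same 55335 Ensembl identifiers. Per the labels' protocols, RNA was extracted with a small-scale column kit and full-length cDNA was amplified with a kit for single cells before library construction. The aligner, the counting tool, the genome build, the annotation and any use of strand were not stated in the labels or file headers. The deposited counts were whole numbers. Over 7340 genes with at least 100 counts in every library, FPKM divided by counts scaled to the library total (CPM) was constant per gene up to 1 factor per library, with an SD of that ratio of at most 0.00282, so both tables carried the same measurement. Each table column matched 1 sample, and 0 columns were left over. Of the identifiers, 55154 occurred in the GENCODE M21 annotation. That annotation was used for biotype, mitochondrial origin, GC content and overlap between genes only, and no coordinates are given because the build of the counts was not stated. A symbol was lacking for 3225 identifiers, and 80 symbols were shared by 160 identifiers.

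Total counts ranged from 29107326 to 53044907 per library. A count of 0 allowed up to 3 counts, which corresponded to between 0.0566 and 0.103 CPM depending on the library. These floors and the 95% Wilson intervals given for shares of counts cover counting error only. The amplified cDNA carried no molecular identifiers, so reads were not independent molecules. Values per library are given as CPM of the deposited total count.

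The main test was edgeR 4.0.16 (R 4.3.3) with a quasi-likelihood fit on the deposited counts, TMM normalization, the filterByExpr filter and Benjamini-Hochberg adjustment at 0.05, over all 7 libraries without a covariate. The filter kept 17015 genes, and 27197 identifiers had no count in any library. Fold changes are allograft over naive on the log2 scale with the standard error implied by the F value. Where every library of a group held at most 3 counts, the fold was computed against that floor and is given as a lower bound. Gene sets were tested with camera from limma 3.58.1 (preset inter-gene correlation 0.01), adjusted over 11 sets. The sets, 329 genes in all of which 321 were tested, covered ILC2 identity, type 2 effector molecules, molecules acting on T cells, class II antigen presentation, interferon response, cell cycle, type 1 and type 3 programmes, migration and residency, glycolysis and the response to dissociation. Lists of 8 other cell types (T cell, B cell, myeloid cell, mast cell, cardiomyocyte, endothelial cell, fibroblast and erythroid), of sex-linked genes and of genes that differ between mouse strains were summed per library. Separation of the groups was tested by an exact one-sided permutation test over the 35 splits of the 7 libraries into 3 and 4, on the mean between-group minus the mean within-group distance (1 minus Pearson's r of log2 CPM with a prior count of 2). Single values were compared with exact two-sided permutation tests over the same splits, for which the smallest possible p is 0.0286.

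The genes to be named were fixed by a rule: in each direction up to 6 genes with the largest changes among those past the threshold with a symbol, an average log2 CPM of at least 5 and no overlap between the groups; in each set up to 3 genes past the threshold, or otherwise the gene with the smallest p; and 11 markers of ILC2s whatever their values. The sets, the 8 cell type lists, this rule, the tests and the alternatives, other than the additions named below, were fixed before the data were examined. Lists of kidney, liver, lung, small intestine, pancreas, dendritic cell and plasma cell genes were written after counts had been looked at. A kidney list of 10 genes was picked from naive replicate 2. The kidney list of 24 genes used for the test was written without looking at the values of its members. A first lung list of 10 genes was written as a comparison for the kidney list, and a further list of 16 lung genes was written after the first had shown a signal and before its members were looked at.

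The alternatives were DESeq2 size factors in the same fit, no low-count filter, a mean of at least 50 counts, random reduction of every library to the smallest total, the replicate number as a block, leaving out each library in turn, DESeq2 1.42.0, limma-voom with quality weights, robust edgeR, limma-trend on log2(FPKM + 1) with a mean FPKM of at least 1 or without that filter, and a pseudocount of 0.1. Summing the counts of genes that share exons on the same strand, and leaving out single libraries for the cell type lists and for the separation of the groups, were added after the data were seen. Trends of the counts with gene length and with GC content were removed per library with a lowess curve (span 0.3) given to edgeR as an offset. The curve was not centred, so it also took out each library's overall level relative to the mean of the libraries. Gene length was taken as the length implied by the deposited counts and FPKM, and GC content came from the annotation. The fit was tested on simulated counts for 17015 genes. With a biological coefficient of variation of 0.3 it recovered 194 of 200 genes changed by 2 on the log2 scale, and 4.90% of its calls were false. With a coefficient of 1.1 it recovered 0 of 200 genes at a change of 2 and 0 of 200 at a change of 4. The allograft libraries were compared for duplicates: over all pairs of them, chi-square per degree of freedom of the counts was at least 47.8, so no library was a copy of another, and all 7 were kept.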

Results

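RNA of sorted type 2 innate lymphoid cells (ILC2s) was compared between 3 libraries of naive mouse hearts and 4 libraries of cardiac allografts undergoing acute rejection, taken 7 days after transplantation. Each library pooled cells of several hearts. The comparison asked how the transcripts of ILC2s that infiltrate a graft differ from those of ILC2s in the resting heart. Total counts were 53044907, 45494244 and 43591167 in naive replicates 1 to 3, and 44023726, 32406822, 40859450 and 29107326 in allograft replicates 1 to 4. A total of 17015 genes passed the filter.

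The naive libraries differed from one another more than the allograft libraries did. Pearson's r of log2 CPM across genes, which are not independent replicates, lay between 0.526 and 0.685 for the 3 naive pairs and between 0.875 and 0.922 for the 6 allograft pairs. For the 12 pairs between the groups it lay between 0.589 and 0.823. Each naive library correlated better with all 4 allograft libraries than with either other naive library. Naive replicate 1 correlated with the allografts at 0.799 to 0.823 and with the other naive libraries at most at 0.685. For naive replicate 2 the values were 0.589 to 0.627 and at most 0.555, and for naive replicate 3 they were 0.707 to 0.731 and at most 0.685. The biological coefficient of variation was 1.72 among the naive libraries and 0.590 among the allograft libraries. It was 1.60 for naive replicates 1 and 3 alone. The first principal component held 39.9% of the variance and the second 28.7%. Mitochondrial transcripts made up 26.5% of the counts of naive replicate 2 (95% Wilson interval 26.48% to 26.5%). They made up 3.11% in naive replicate 1 (3.104% to 3.113%) and 2.72% in naive replicate 3 (2.713% to 2.723%). In the allografts the share was 2.44% ± 0.342 (SD, n = 4). The difference in this share between the groups had an exact two-sided permutation p of 0.0571 (0.133 after adjustment over 7 library measures). At least 1 count was found for 16646 ± 3274 genes (SD, n = 3) in naive and 20498 ± 936 genes (SD, n = 4) in allograft libraries, with an exact permutation p of 0.0571 (adjusted 0.133). A single measure could not pass this adjustment by itself, since the smallest exact p is 0.0286.

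The allograft libraries formed a tight group and the naive libraries did not form a group of their own. The mean distance between groups was 0.288, against 0.411 within the naive and 0.102 within the allograft libraries. The between-group minus within-group statistic was 0.0828, and 1 of the 35 splits reached it (exact one-sided permutation p = 0.0286, the smallest these libraries can give). The statistic was positive because of the short distances among the allografts, since the distance between groups was below that within the naive libraries. Using the 500 most variable genes moved the statistic most, to 0.525, with the same exact p of 0.0286.

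**Figure D1:**
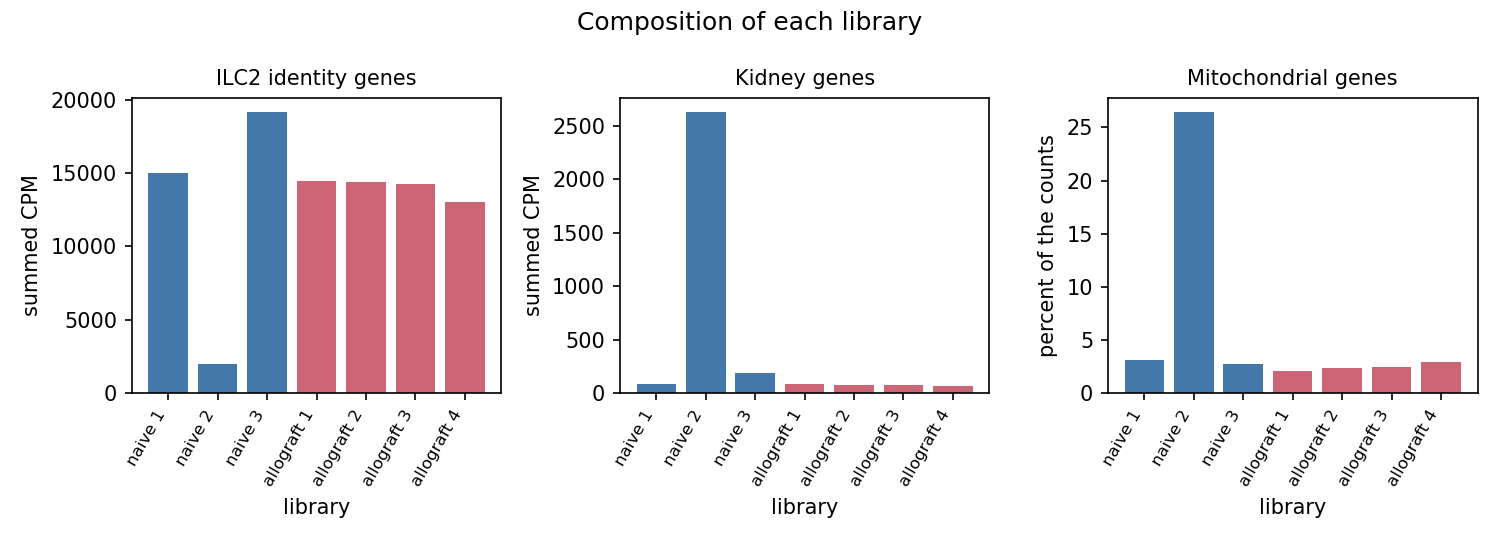
Bars give the summed CPM of ILC2 identity genes, the summed CPM of 24 kidney genes and the percent of counts from mitochondrial genes in each naive (blue) and allograft (red) library. Naive replicate 2 held 1966 CPM of ILC2 identity genes against 13040 to 19200 in the others, 2633 CPM of kidney genes against at most 190, and 26.5% mitochondrial counts against at most 3.11%.

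Of the 17015 genes, 6 differed at an adjusted p under 0.05. Of these, 5 were higher and 1 was lower in allografts, and all 6 changed at least 2-fold. At an unadjusted p under 0.05 there were 1748 genes, 1091 higher and 657 lower. This split was nearly even with DESeq2 size factors (983 higher, 952 lower). Among the alternatives fixed in advance, only a mean of at least 50 counts gave more lower than higher genes (494 higher, 688 lower). Every allograft library exceeded every naive library for 1795 genes (10.5%), and every allograft library was below every naive library for 543 genes (3.19%), where chance gives 2.86% in each direction. The alternative that moved the count most was DESeq2, with 1227 genes, 6 of them shared with the 6 above. The count also depended on single libraries. It was 560 without naive replicate 2, 107 without naive replicate 1, 7 without naive replicate 3, and 0 without any one allograft library, where 848 to 1074 genes had an unadjusted p under 0.05. Without any one naive library, 3142 to 3651 genes had an unadjusted p under 0.05. Of the 542 genes higher without naive replicate 2, 483 (89.1%) were at or under 3 counts in both naive replicates 1 and 3. Of the 321 tested genes of the 11 sets, 2 passed over all genes and 5 when adjusted over the list alone. Those 5 were Tnfsf4, Retnla, Nkg7, H2-DMa and Ccr7. Adjusted over the list alone, 60 set genes passed without naive replicate 1, 36 without naive replicate 2 and 22 without naive replicate 3. Without any one allograft library, 3 passed.

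The resistin-like gene Retnla (ENSMUSG00000061100) had 0 counts in the 3 naive libraries and 162 ± 64.8 CPM (SD, n = 4) in the allografts, at least 2539-fold higher (adjusted p = 0.0278, higher in 4 of 4). The eosinophil granule protein gene Prg2 (ENSMUSG00000027073) had 0 counts in naive and 99.6 ± 34.6 CPM in allograft libraries, at least 1563-fold higher (adjusted p = 0.0278). Tnfsf4 (ENSMUSG00000026700), which encodes the costimulatory ligand OX40L, had 0 counts in naive and 65.5 ± 15.4 CPM in allograft libraries, at least 1024-fold higher (adjusted p = 0.0278). Susd6 (ENSMUSG00000021133) rose from 4.93 ± 1.04 CPM (SD, n = 3) to 76.7 ± 7.33 CPM, a log2 fold change of 3.75 (SE 0.350, adjusted p = 0.0278). Across the 18 alternatives the adjusted p ran from 4.4e-25 to 1 for Retnla, from 6.0e-24 to 1 for Prg2, from 1.3e-23 to 1 for Tnfsf4 and from 1.8e-27 to 1 for Susd6. Retnla, Prg2 and Tnfsf4 passed in 12 of the 18 and Susd6 in 10. All 4 passed without naive replicate 2 (adjusted p 0.0161 for the first 3 and 0.0190 for Susd6), and none passed without any one allograft library.

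The other genes past the threshold fell outside the naming rule and were chosen after their values were seen. Jchain (ENSMUSG00000067149), the joining chain of immunoglobulins, had 0 counts in naive and 46.8 ± 10.6 CPM in allograft libraries, at least 734-fold higher (adjusted p = 0.0278, range over 18 alternatives 3.4e-22 to 1, passing in 12). The fold bounds of Retnla, Prg2, Tnfsf4 and Jchain rest on 0 counts in the naive libraries. Loss of transcripts and a real absence could not be told apart for these genes. Gm20716 (ENSMUSG00000093752) had 56.97 ± 12.31 CPM in naive and 0 counts in allograft libraries, at least 676-fold lower (adjusted p = 0.0473, range 7.0e-30 to 1, passing in 9). It shared exons on the same strand with other genes, and when the counts of its 3-gene locus were summed, the log2 fold change was 0.00 (adjusted p = 0.9998). The naive libraries lay on both sides of the allografts in that sum.

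**Figure D2:**
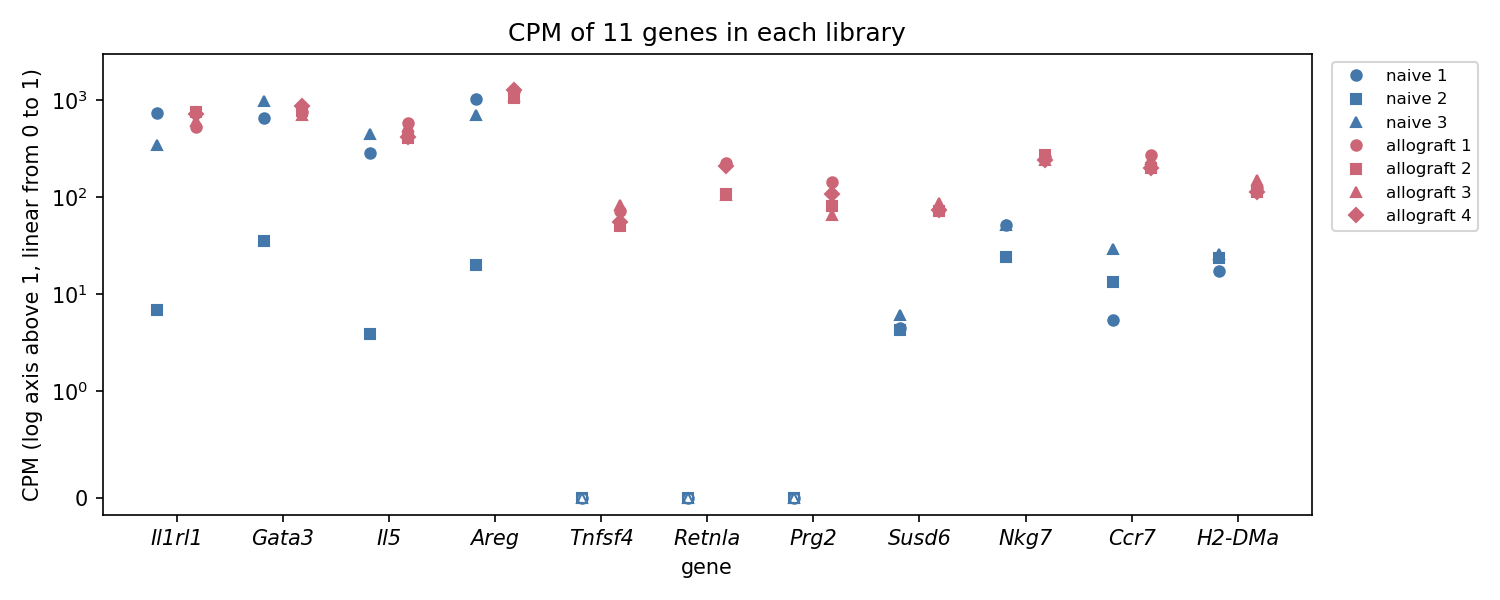
Each point is the CPM of 1 of 11 genes in 1 library, on an axis that is logarithmic above 1 CPM and linear from 0 to 1, with naive libraries in blue and allograft libraries in red. For Tnfsf4, Retnla, Prg2, Susd6, Nkg7, Ccr7 and H2-DMa every allograft library exceeded every naive library, and the naive libraries had 0 counts of the first 3.

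Genes named by the rule for sets without a further passing gene did not reach an adjusted p of 0.05. Nkg7 rose from 42.4 ± 15.8 to 253 ± 16 CPM (log2 fold change 2.43, adjusted p = 0.111), H2-DMa from 22.1 ± 4.30 to 124 ± 17.01 CPM (2.24, 0.145), Tcf7 from 2.16 ± 2.18 to 39.5 ± 12.1 CPM (4.06, 0.145), and Ccr7 from 15.9 ± 12.2 to 228 ± 35.4 CPM (3.62, 0.145). Without naive replicate 2, the adjusted p was 0.0218 for Nkg7, 0.0344 for H2-DMa, 0.0717 for Tcf7 and 0.0577 for Ccr7. Without naive replicate 1 it was 0.0474 for Nkg7 and 0.0413 for Ccr7. E2f1 rose by 2.30 (adjusted p = 0.455), and Ccr6, with 0 counts in naive libraries, was at least 15-fold higher (adjusted p = 0.153). Irf1 fell by 1.38 (adjusted p = 0.277, and by 1.71 at 0.0437 without naive replicate 2). Egr1 fell by 2.56 (adjusted p = 0.197); without that library its log2 fold change was -1.59 (0.121). Ldhb fell by 5.22 (adjusted p = 0.264), but by 1.45 (0.269) without naive replicate 2. Over the alternatives, the adjusted p of these 9 genes reached 1 at the upper end, and its lowest values were 1.5e-33 for Nkg7, 1.2e-04 for H2-DMa, 1.3e-05 for Tcf7, 3.7e-05 for Ccr7, 0.0512 for E2f1, 1.8e-04 for Ccr6, 0.00920 for Irf1, 0.0119 for Egr1 and 0.0802 for Ldhb.

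None of the 11 markers of ILC2s reached an adjusted p of 0.05, and the lowest was 0.820. The receptor gene Il1rl1, which encodes ST2, had 745, 6.79 and 344 CPM in naive replicates 1 to 3 and 653 ± 106 CPM (SD, n = 4) in the allografts, a log2 fold change of 0.82, or 0.23 without naive replicate 2. Gata3 had 654, 34.8 and 970 CPM in the naive libraries and 776 ± 71.7 CPM in the allografts. Its log2 fold change was 0.44, and -0.12 without naive replicate 2. Rora changed by 0.10, and by -0.47 without that library. Without naive replicate 2, the log2 fold change moved from 0.72 to 0.15 for Il7r, from 0.88 to 0.31 for Ptprc, from 0.95 to 0.36 for Il5, from 1.49 to 0.89 for Il13, from 0.98 to 0.39 for Areg, from 0.57 to 0.06 for Cd274, from 1.46 to 0.85 for Pdcd1 and from 2.08 to 1.47 for Il10. Il10 passed in 1 of the 18 alternatives, without naive replicate 1 (adjusted p = 0.0328).

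Of the 11 gene sets, 7 passed with camera, 6 of them upward. Of these 7, 5 also passed with fry, and 2 passed when the correlation was estimated, the T cell interaction and type 1 programme sets. The median log2 fold change of the 31 tested molecules acting on T cells was 1.33 (adjusted p = 4.3e-08, range over 15 alternatives 3.7e-11 to 0.0143), with 25 members higher on average. With the member at the floor in naive libraries set to its bound, the median was 1.33. The type 1 programme rose by 1.44 (adjusted p = 4.1e-08, range 3.6e-11 to 0.0138), with 25 of 27 members higher. RNA of other cells was not tested as a source of the rise in this set or in the T cell interaction set. No list of natural killer cell genes was made. Class II antigen presentation rose by 1.47 (adjusted p = 1.0e-05, range 7.2e-08 to 0.0936; 14 of 16 members higher), and its summed CPM was 1034 ± 403 (SD, n = 3) in naive and 4532 ± 623 (SD, n = 4) in allograft libraries. Type 2 effector molecules rose by 1.03 (adjusted p = 2.1e-06, range 1.3e-08 to 0.207), migration and residency by 0.77 (1.0e-04, range 3.1e-07 to 0.207) and cell cycle by 0.68 (1.1e-06, range 1.8e-32 to 0.564). The dissociation response fell by 0.34 (adjusted p = 0.0169, range 2.5e-04 to 0.852).

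Single libraries decided several of these values. The cell cycle median was 3.65 without naive replicate 1 (adjusted p = 1.8e-32), 0.08 without naive replicate 2 (0.441) and 0.20 without naive replicate 3 (0.00652). Without naive replicate 2, migration and residency rose by 0.44 (0.189) and type 2 effector molecules by 0.43 (0.0184). Without naive replicate 3, the dissociation response rose by 0.56 (adjusted p = 0.0194). ILC2 identity (0.02, adjusted p = 0.315) fell by 0.47 without naive replicate 2 (0.00447) and rose by 0.97 without naive replicate 3 (8.0e-04). The type 3 programme (0.75, adjusted p = 0.101) passed with fry (0.00674) and without naive replicate 1 (1.48, 0.0222). The interferon response (0.29, adjusted p = 0.956, range 0.0896 to 1.00) and glycolysis (-0.05, adjusted p = 0.306, range 0.0980 to 0.885) passed under no alternative, but the direction of the glycolysis set changed.

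**Figure D3:**
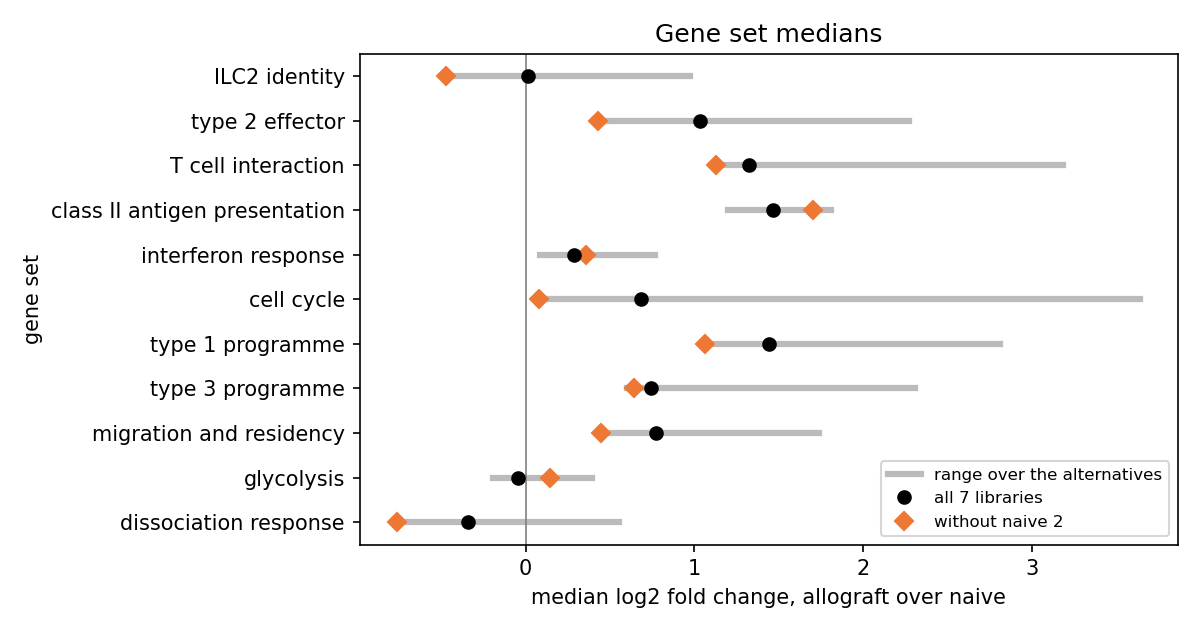
Median log2 fold change, allograft over naive, of the tested members of 11 gene sets with all 7 libraries (black) and without naive replicate 2 (orange), with the range over the alternatives in grey. The class II, type 1 programme and T cell interaction medians were 1.47, 1.44 and 1.33, and those of ILC2 identity, glycolysis and the dissociation response changed sign among the alternatives.

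Summed transcripts of 8 other cell types were compared by exact two-sided permutation tests, adjusted over the 8 lists. The smallest p that 7 libraries can give is 0.0286 by exact permutation, so a list that separates the groups completely cannot pass the adjustment unless most of the other lists reach that minimum too. An adjusted p above 0.05 is therefore no evidence that a list did not differ. B cell genes summed to 194 ± 113 CPM (SD, n = 3) in naive and 862 ± 130 CPM (SD, n = 4) in allograft libraries, higher in 4 of 4 (exact p = 0.0286, adjusted 0.114). Erythroid genes summed to 786, 3007 and 776 CPM in naive replicates 1 to 3 and 553 ± 59.3 CPM in allografts (exact p = 0.0286, adjusted 0.114), a log2 ratio of -1.46, or -0.50 without naive replicate 2. Endothelial genes summed to 49.2, 947 and 73.8 CPM in naive libraries and 60.7 ± 7.08 CPM in allografts (exact p = 0.229, adjusted 0.457), a log2 ratio of -2.56, or -0.02 without naive replicate 2. The exact adjusted p was 0.457 for T cell, 0.594 for cardiomyocyte, and 0.6 for the myeloid, mast cell and fibroblast lists. The T cell log2 ratio of 0.96 was 0.41 without naive replicate 2 and 2.23 without naive replicate 3. The fibroblast ratio of -0.60 was 0.42 without naive replicate 2, and the mast cell ratio of -0.35 was 0.35 without naive replicate 3. By the mean log2 CPM of a list's genes instead of the sum, the B cell and T cell lists separated the groups (unadjusted exact p = 0.0286 each). The erythroid list then did not (0.457), as naive replicate 1 (2.15) lay below every allograft (2.67 to 3.21). For the remaining lists this exact p ran from 0.171 to 0.771.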

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

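The reduction of the libraries to equal totals was fixed in advance, and its reading for library size alone was chosen only after the result was seen. In the 4 allograft libraries, 59 values were examined for a single library standing far from the other 3, and 7 stood apart, where chance gives 2.95.

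Susd6 had 87.5 CPM in allograft replicate 3 and 71.25 to 74.01 CPM in the other allografts. Tcf7 had 21.54 CPM in allograft replicate 2 against 43.93 to 48.17 in the others, and Ccr6 had 2.283 CPM there against 0.4316 to 0.5629. The ILC2 identity sum was 13040 CPM in allograft replicate 4 against 14270 to 14460. The myeloid sum was 393.7 CPM in allograft replicate 1 against 250.6 to 260.9, and the cardiomyocyte sum was 142.7 CPM there against 166.3 to 170.5. The pancreas sum was 0.2405 CPM in allograft replicate 4 and 0 in the other allografts.

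The 7 values were spread over the 4 allograft libraries and went in both directions. After every library was drawn down to the smallest total, 6 genes passed the threshold, the same 6 as before, which argues against a difference in library size between the groups as the source of the calls. A difference in detected genes between the groups, 16646 ± 3274 in naive and 20498 ± 936 in allograft libraries, cannot be told apart from a difference in expression, since equal totals do not make detected genes equal. Neither reading addresses a single library. Other causes of the single values were not tested, and no biological explanation was tested, since the labels tell the 4 allografts apart by number alone.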

How the results depend on the processing

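The alternative that sums overlapping genes was chosen only after the result was seen, as was leaving out single libraries for the 8 cell type lists and for the separation of the groups. The number of genes past the threshold ran from 0 to 560 across the 7 fits that each left out 1 library (higher 0 to 542, lower 0 to 18, at least 2-fold 0 to 559, set genes 0 to 23). It was 107 without naive replicate 1, 560 without naive replicate 2 and 7 without naive replicate 3, and the 6 genes were shared with the first 2 of these fits and 5 with the last. Without any one allograft library it was 0, with 848 to 1074 genes at an unadjusted p under 0.05. Without any one naive library, 3142 to 3651 genes had an unadjusted p under 0.05. With a replicate block, which pairs libraries by number, all 5 counts were 0 (478 genes at an unadjusted p under 0.05). The correlations of equally numbered libraries, -0.00908, 0.00229 and 0.038, gave no sign of pairing.

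DESeq2 gave 1227 genes (826 higher, 401 lower, 1178 at least 2-fold, 20 set genes) and limma-voom with quality weights gave 1 (0 higher, 1 lower, 1 at least 2-fold, 0 set genes; 858 genes at an unadjusted p under 0.05), with weights of 0.186 to 0.428 for the naive and 1.66 to 4.27 for the allograft libraries. On FPKM, limma-trend gave 83 genes (79 higher, 4 lower, 14 set genes), with a pseudocount of 0.1 it gave 92 (88, 4 and 12), and without the FPKM filter 28 (27, 1 and 5), and all changed at least 2-fold. DESeq2 size factors and no filter gave 4 genes each, the higher mean count gave 5, and the summed loci gave 5, with 0 lower in these 4. Robust edgeR and reduction to the smallest total each gave 6. The cause of these differences between tools was not tested. The median log2 fold change of all genes was -0.01 with TMM and -0.20 with DESeq2 size factors, a shift from scaling alone. It was 0.53 with the replicate block and 0.66 with quality weights, where the cause was not tested.

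The T cell interaction set (1.13 to 3.19 over all 15 alternatives) and the type 1 programme set (1.06 to 2.81) kept their direction and passed in all 15. Class II (1.20 to 1.81 over all 15) and type 2 effector (0.43 to 2.28) passed in 14 and failed with an estimated correlation (1.47 and 1.03 at adjusted p 0.0936 and 0.207). For the other sets, ranges are over the 7 fits that each left out 1 library. The cell cycle set ran from 0.07946 without naive replicate 2 to 3.65 without naive replicate 1 and failed without naive replicate 2, with fry and with an estimated correlation (0.68 in both). Migration ran from 0.44 to 1.31 and failed without naive replicate 2 and with an estimated correlation (0.77). The type 3 programme ran from 0.60 to 1.48 and passed without a filter (0.78), with the replicate block (2.31), with fry (0.75) and on FPKM (0.85). The dissociation response ran from -0.76 to 0.56; it failed at a mean of 50 counts (-0.32), with fry and with an estimated correlation (-0.34), and reversed with the replicate block (0.21) and on FPKM (0.24). ILC2 identity ran from -0.47 to 0.97 and reversed with DESeq2 size factors (-0.08813) and without a filter (-0.01082). Glycolysis ran from -0.15 to 0.14 and reversed without a filter (0.06647), with the replicate block (0.29) and on FPKM (0.39). The interferon response never passed with camera or fry. By the mean log2 CPM of its genes it separated the groups (unadjusted exact permutation p = 0.0286), but by their summed CPM it did not (0.8).

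For the cell type lists, the log2 ratio of B cell genes was 3.12 on FPKM. Over the fits that left out 1 library, the ratio ran from -0.81 to 0.35 for mast cells, from -3.07 to -0.01954 for endothelial cells, from -1.14 to 0.42 for fibroblasts and from -1.78 to -0.50 for erythroid genes; the values nearest to or above 0 came without naive replicate 3 for mast cells and without naive replicate 2 for the others. Of 464 comparisons of 26 named genes, 396 kept direction and side of the threshold, 41 became weaker, 22 stronger and 5 reversed. The 396 were mostly genes that passed neither in the main fit nor in the alternative. All 41 weaker comparisons came from the 6 genes past the threshold, which passed in 9 to 12 of the 18 alternatives. Gata3 ran from -0.1188 to 1.149 over the 7 fits and reversed without naive replicate 2. Rora ran from -0.4717 to 1.449 and reversed with DESeq2 size factors (-0.01419), with DESeq2 (-0.04017), without naive replicate 1 (-0.0916) and without naive replicate 2. The between-group minus within-group distance ran from 0.0332 to 0.173, where the smallest exact p was 0.0667 or 0.1.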

Other observations

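Except for the tests of gene length on the called genes, sex, strain, dissociation, other cell types in the called genes and splits for the total number of genes, the tests in this part were chosen only after the result was seen.

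Of the 35 splits of the 7 libraries into 3 and 4, 1 (the real one) gave as many genes past the threshold, and the same number, 1, held for the genes higher, lower, at least 2-fold changed and in the sets. For the T cell interaction, class II and type 1 programme sets 1 of 35 splits gave as small a p in the same direction. For type 2 effector molecules it was 3 of 35, for the cell cycle 5, for migration 5 and for the dissociation response 15, so these 4 were not set apart from other splits.

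Naive replicate 2 carried transcripts of another organ, for which RNA of kidney is a candidate source. Of 24 kidney genes not used to find the signal, 20 stood at 10 CPM or more in it, against 1 to 7 in the other libraries, and 4 in naive replicate 1. The 24 summed to 2633 CPM there and to at most 190 CPM elsewhere. Among the kidney genes picked from this library, Umod had 4096, Klk1 3489 and Kap 3453 CPM. RNA of liver, small intestine or pancreas was argued against by a highest share of 7.143% of these lists' genes at 10 CPM. Their sums were 68.5, 1.63 and 0 CPM. The first lung list had 0 of its 10 genes at 10 CPM and summed to 1.98 CPM. The further lung list summed to 1880 CPM in this library, of which Cyp4b1 made up 1381. Of its 16 genes, 5 (31.25%) stood at 10 CPM, against 0 to 4 in the other libraries. In the first list the highest value here was 1.89 CPM (Ager), and Sftpc, Scgb1a1, Sftpa1, Sftpb and Sftpd had 0 CPM. This argues against RNA of the lung cells that express the first list. The source of the 5 genes of the further list was not tested, so other RNA of lung was not ruled out. RNA of heart muscle was argued against by a cardiomyocyte sum of 209.4 CPM, next to 209.1 in naive replicate 1, and low depth by a total of 45494244. ILC2 identity genes stood at a median of 3.646% of their level in naive replicates 1 and 3. A mislabelled library and a mixture of kidney RNA with few ILC2s cannot be told apart, since both leave little ILC2 RNA.

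Foreign RNA in naive replicate 2 does not explain the genes past the threshold, as 6 of the 6 also passed without that library, and mitochondrial and pseudogene transcripts taking counts in naive replicate 2 do not, as 7 genes passed without those transcripts, 6 of them shared. For the cell cycle set, the median was 0.08 without naive replicate 2 (adjusted p 0.4405), 0.20 without naive replicate 3 and 3.65 without naive replicate 1, with adjusted p from 1.8e-32 to 0.564 over the alternatives. Foreign RNA in naive replicate 2 cannot be told apart from a difference among the naive libraries here, since naive replicates 1 and 3 lay on either side of the allografts. Naive replicate 1 had 9589 CPM of cell cycle genes, against 407 and 1614 in naive replicates 2 and 3 and 6097 to 6797 in the allografts.

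Gene length bias as the whole cause was argued against by 4 genes that passed after a smooth length trend was removed, all 4 shared with the 6. Susd6 (adjusted p 0.1189) and Gm20716 (0.1082) did not pass after it. After a GC content trend was removed, 3 passed, all shared, and Jchain (adjusted p 0.0525), Susd6 (0.123) and Gm20716 (0.0619) did not. Both removals also took out each library's overall level. At an unadjusted p under 0.05 they gave 3080 genes (length) and 3087 (GC), against 1748 in the main fit. Length or GC content bias may contribute to the lost calls, but cannot be told apart from that change in scaling. Xist reached at most 0.4543 CPM in any library, which argues against a difference in the sex of the pooled animals. Of the genes past the threshold, 0 belonged to the dissociation response set and 0 to a list of another cell type. A different response to tissue dissociation and RNA of other cell types in the sorted cells cannot be told apart from a change within ILC2s for them, since the lists did not hold them. The plasma cell list left out the immunoglobulin gene Jchain, and no eosinophil list was made that could hold Prg2. The count of 0 for other cell types is therefore no evidence against their RNA. Of 24 genes that differ between mouse strains, 7 separated the groups (29.2%, against 13.7% of all tested genes). A strain difference cannot be told apart from the groups, because the strain of the naive hearts was not given.

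The rise of class II genes may come from RNA of B cells and dendritic cells. Of 30 B cell and dendritic cell genes outside the set, 15 (50%) were higher in every allograft library, against 10.55% of all tested genes, where chance gives 2.86%. The class II gene Cd74 had 257 ± 178 CPM in naive and 1784 ± 221 CPM in allograft libraries. Among B cell genes Igkc had 4.93 ± 7.93 and 407 ± 64.2 CPM, and Ms4a1 had 0 counts and 23.97 ± 8.41 CPM. Of dendritic cell genes, Zbtb46 had 1.98 ± 2.70 and 34.1 ± 7.85 CPM. The 16 dendritic cell genes summed to 180 ± 86.1 and 330 ± 9.76 CPM, with 8 higher in every allograft library, and the 12 plasma cell genes to 107 ± 10.2 and 187 ± 22.2 CPM, with 3 higher in every allograft library. Gene length bias and GC content bias were argued against as the whole cause by adjusted p values of 0.003651 and 8.778e-04 after their removal. The median fell from 1.47 to 0.74 with the length trend removed and to 0.77 with the GC trend removed. Either bias may contribute to its size. Both removals also took out each library's overall level, so the fall cannot be credited to length or GC content alone. Also argued against were foreign RNA in naive replicate 2 (7.578e-08 without it), and loss of transcripts in naive replicates 1 and 3, where 1 of the 16 members was at the floor. Expression by ILC2s in the graft, which the design names, stayed open and was not tested.

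Gm20716 may have lost its counts to an overlapping gene. The locus of 3 genes had a log2 fold change of 0.00 and an adjusted p of 0.9998 when its counts were summed, with 95.5 ± 42.9 CPM in naive and 110 ± 5.87 CPM in allograft libraries. The sum was 143.1, 83.51 and 59.81 CPM in naive replicates 1 to 3, on both sides of the allografts (103.4 to 115.4). Gm20716 shares exons with Adnp and Dpm1. Adnp had at most 0.2262 CPM in naive and 13.9 to 28.85 CPM in allograft libraries. Dpm1 had 75.13, 39.76 and 0.2294 CPM in naive replicates 1 to 3 and 85.37 to 89.54 CPM in the allografts. A simple trade of counts was therefore not seen in every naive library. Of 2439 pairs of overlapping genes, 2 traded places between the groups, both with Gm20716, and 1 of the 35 splits gave as many.

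Many genes were near 0 in both naive replicates 1 and 3. Among genes from 1 to 10 CPM in the allografts, 1342 were, 416 of them in naive replicate 2 as well. Independent loss of transcripts in the 2 libraries at 1 rate each (21.8% and 34.55%) predicted 32.03% of these joint losses. Independent loss at rates that differ with abundance, taken in 10 strata, predicted 33.88%. Independent loss cannot be told apart from a shared cause here, since genes can differ in their loss for reasons other than abundance. At 20 CPM or more, 27 genes were lost in both and the rates predicted 53.85% of them. There, independent loss and a real absence cannot be told apart by these rates with 27 genes. Among the 27 are the immunoglobulin genes Igha, Iglc1, Iglc2 and Iglv1, the B cell list gene Ms4a1 and the myeloid list gene S100a8. For such genes, RNA of other cells in the allograft libraries is a further reading, which the rates did not test. These 27 include the called genes Retnla, Prg2, Tnfsf4 and Jchain, which had 0 counts in naive replicate 2 as well.

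Lung transcripts stood in the allograft libraries and naive replicate 3. Sftpc had 407 CPM in naive replicate 3, 159 to 379 CPM in the allografts and 0 in naive replicates 1 and 2, and Scgb1a1 had 223, 47 to 423 and 0. Of 26 lung genes, at least 13 reached 1 CPM in each allograft library, against 1 in naive replicate 1, 7 in naive replicate 2 and 8 in naive replicate 3. The first list of 10 genes summed to 685 CPM in naive replicate 3 and 243 to 657 CPM in the allografts. RNA of lung epithelium is a candidate source, but it cannot be told apart from other sources at this number of genes. Reads of 1 shared source spread over the libraries were argued against by the ratio of Scgb1a1 to Sftpc, which differed 7.844-fold among the 5 libraries. The size of this difference rested largely on allograft replicate 4, with a ratio of 2.315. In the others it ran from 0.2951 to 0.7474. The small intestine and pancreas lists summed to at most 3.61 and 0.358 CPM in any library.

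Naive replicate 1 was closer to the allograft libraries than to the other naive libraries, as were naive replicates 2 and 3. A mislabelled library was argued against for naive replicate 1 by its class II sum of 917.6 CPM, against 3930 to 5215 in the allografts and 702 and 1482 in the other naive libraries. Why the naive libraries were closer to the allografts than to one another was not tested further.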
